A study of Gallus gallus with 3 samples. Its data were reported in "Reinforcement of repressive marks in the chicken primordial germ cell epigenetic signature: divergence from basal state resetting in mammals" (2024).

How the data were processed

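RNA sequencing was analysed in 3 libraries of total RNA from cultured chicken (Gallus gallus) cells. Primordial germ cells (PGCs), from which eggs and sperm arise, were represented by replicates 2 and 3, and embryonic stem cells (ESCs), which the study used as a somatic counterpart, by replicate 2. Groups and replicate numbers were taken from the sample titles. The labels named the same library provider for all 3 libraries and gave no other batch. A further 4 columns of per-sample values, headed as a replicate 1 of each cell type and matching no sample label, were not used in any step.

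Per the study's methods, the authors extracted RNA with TRIzol, sequenced paired-end reads, aligned them with TopHat and Bowtie 2 to the Ensembl gene transcripts of the galGal5 build, and counted them per gene with featureCounts. Tool versions and the strand setting of the counting were not stated. The deposited count table held whole-number counts per gene, not normalized, with the exon coordinates and a gene length for 19152 genes. The length equalled the bases covered by the union of the exons in 19152 of these genes. The authors' second deposited table held 16030 of the genes, with a normalized signal per library, a log2 fold change of PGC against ESC, a p-value and an adjusted p-value from the DESeq2 R package. In the columns used here, 100.0% of the deposited signal values equalled the count divided by 1 size factor per library. The deposited adjusted p-values equalled a Benjamini-Hochberg adjustment of the deposited p-values in 100.0% of genes. An adjusted p-value was missing for 1 gene, which was left as missing. The 3122 genes of the count table that were outside the authors' table had at most 9 counts in a labelled library. The authors fitted their model to libraries that include those analysed here and others not used here, so their result is a separate measurement only in part. For the study's libraries as a whole, its methods name different sequencing providers, instruments and read lengths. Which library had which is not stated there, so the authors' p-values may include such differences. A total of 4226 genes in the authors' table had no symbol and were left unnamed.

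Counts were filtered to genes with at least 10 counts in 1 or more of the 3 libraries, which kept 14489 genes and removed 4663. Libraries were scaled with the trimmed mean of M-values (TMM) factors of edgeR 4.0.16 in R 4.3.3, and expression was given as log2 CPM (counts scaled to library size) with a prior count of 2. The log2 ratio of each PGC library to the ESC library was computed per gene. A gene was counted as higher or lower in PGCs when it was at least 2-fold away from the ESC library in the same direction in both PGC libraries. The same measure was taken with each PGC library as the single library, as a background. With 1 ESC library no model was fitted and no p-value was computed for the group difference. The spread between the PGC libraries is given as a standard deviation (SD, n = 2), and the difference has no replicate check on the ESC side. Because both ratios share the ESC library, unchanged libraries were simulated 20 times from the mean expression of each gene and the observed spread, and their counts are given beside the observed ones.

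Gene lists were those named in the study (pluripotency, germline, HOX, DNA methylation, H3K9 methylation and macroH2A1) and lists compiled for this purpose from general knowledge (other germline and piRNA genes, other H3K9 and heterochromatin genes, Polycomb, mesenchyme and fibroblast, neural, endoderm and erythroid). A posterior and primitive-streak list was added after the HOX and TBXT values had been seen. Symbols were matched in the authors' deposited table and through the synonyms of a RefSeq gene table of assembly GRCg7b, which was used for names alone. DNMT1 was among the symbols without a match and is not analysed here. For each list the median of the mean log2 ratio was set against 10000 random lists of the same size matched on mean expression in 20 bins (seed 1). The position among random lists describes these libraries and is not a test of the cell types. For the deposited p-values, the number of list genes with an adjusted p-value under 0.05 is given over all genes tested and adjusted over the list alone.

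Genes named in the text are the genes of these lists, and the 5 genes furthest up and the 5 furthest down by the smaller of the 2 log2 ratios among genes with a symbol, outside the lists of the study, with a mean of at least 10 CPM and the same sign in both PGC libraries. A count of 3 was taken as the floor, the upper 95% limit that a count of 0 allows. A fold against libraries at or under the floor was computed against the floor and is given as a lower bound. Folds up in PGCs used the mean CPM of the PGC libraries. The 95% limit holds for a count of 0 only, so with counts above 0 the fold is a bound for the observed counts alone. Shares of counts carry 95% Wilson confidence intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Gene coordinates are those of the deposited count table on galGal5, counted from 1. Genes whose exons overlap another gene of the table were looked up, because antisense or shared reads could not be assigned without the strand setting. Genes with near-identical copies may share reads as well, and no sequence was used here to resolve them.

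Alternatives were DESeq2 1.42.0 median-of-ratios size factors, total CPM without a scaling factor, prior counts of 0.5 and 5, no filter on counts, at least 10 counts in every library, a 4-fold threshold, leaving out each PGC library, and TPM (abundance scaled to gene length and library size) computed from the counts and gene lengths with a pseudocount of 0.1. For the authors' table they were an adjusted p-value under 0.01 and an absolute log2 fold change of at least 1. The main settings, these alternatives, the gene lists other than the streak list and the naming rule were fixed before the data were examined. The authors' size factors were added as an alternative after seeing the data.

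The calculation was tested on simulated counts for 14489 genes, of which 200 with a mean of at least 1 CPM were changed 4-fold. Of these, 194 were called in the right direction and 0 in the wrong direction, with median log2 ratios of 1.96 and −1.97. Of the 14289 unchanged genes, 380 were called. A simulated list of 20 raised genes exceeded 10000 of 10000 random lists, and a list of 20 unchanged genes exceeded 3869. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.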

Results

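Gene expression was compared between cultured chicken PGCs and ESCs by RNA sequencing, to relate the expression of germline genes and of modifiers of DNA methylation and histones to the germ cell state. The PGC group had 2 libraries (replicates 2 and 3) and the ESC group had 1 library (replicate 2). Counts assigned to genes totalled 19754278 in PGC replicate 2, 20401551 in PGC replicate 3 and 20568106 in the ESC library. At least 10 counts were found for 13594, 13394 and 12701 genes, respectively. The floor of 3 counts corresponded to 0.134 CPM in PGC replicate 2, 0.144 CPM in PGC replicate 3 and 0.169 CPM in the ESC library. Mitochondrial genes took 4.44% of counts in PGC replicate 2 (95% Wilson interval 4.43 to 4.45), 6.54% in PGC replicate 3 (6.53 to 6.55) and 10.1% in the ESC library (10.1 to 10.1). The 10 most abundant genes of each library took 6.29% (6.28 to 6.30), 7.91% (7.89 to 7.92) and 10.06% (10.05 to 10.07) of its counts. TMM factors were 1.13, 1.02 and 0.864. All values computed from these counts rest on a single ESC library, so apart from values of the authors' deposited table, no difference between the cell types has a replicate check on the ESC side.

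The PGC libraries differed from each other by far more than counting error. A chi-square over 14436 genes was 644501, or 44.6 per degree of freedom. Separate cultures carry spread that counting error leaves out, so this excess describes the libraries and decides nothing about its source. The SD of the log2 difference between them was 0.60 over 14489 genes and 0.36 over the 8559 genes with at least 100 counts in each library. At least 2-fold differences between the PGC libraries were found for 1283 genes, 8.85% of the total. Across genes, which are not independent replicates, the correlation of log2 CPM was 0.979 between the PGC libraries, 0.817 between PGC replicate 2 and the ESC library and 0.851 between PGC replicate 3 and the ESC library.

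Relative to the ESC library, 3124 genes were at least 2-fold higher and 2293 genes at least 2-fold lower in both PGC libraries. Against a single PGC library the numbers of genes apart in either direction were 6859 for replicate 2 and 6105 for replicate 3. With PGC replicate 2 as the single library, 838 genes were at least 2-fold away from both other libraries (489 higher, 349 lower). With PGC replicate 3 there were 335 such genes (195 higher, 140 lower). Simulated unchanged libraries that shared the ESC library gave a median of 224 genes higher (200 to 242 in 20 simulations) and 147.5 lower (131 to 164), 354 apart in PGC replicate 2 (328 to 398) and 366.5 apart in PGC replicate 3 (329 to 407). The counts for the cell type difference and for PGC replicate 2 thus exceeded every simulated count, whereas the count for PGC replicate 3 lay within the simulated range. The simulated libraries held no difference between the cell types. Such a difference can by itself meet part of the condition for a single PGC library, so the background counts lack a matching simulation. Across genes the 2 sets of log2 ratios had a correlation of 0.949, against a simulated median of 0.509 (0.493 to 0.533) that the shared ESC library gives on its own. The ESC library was at or under the floor for 896 of the higher genes, and both PGC libraries were for 244 of the lower genes. With these genes placed at their lower bound, 3110 and 2293 genes remained at least 2-fold apart. Of the alternatives, a 4-fold threshold moved these counts most, to 1491 for genes higher in PGC and 859 for genes lower in PGC. Without a scaling factor the median of all genes shifted by 0.31 on the log2 scale, the counts became 3872 and 1644, and the share of higher genes rose from 57.7% to 70.2%. Computed as TPM, the shift was 0.46 and the share of higher genes 74.7%. The balance between higher and lower genes therefore followed the scaling.

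**Figure D1:**
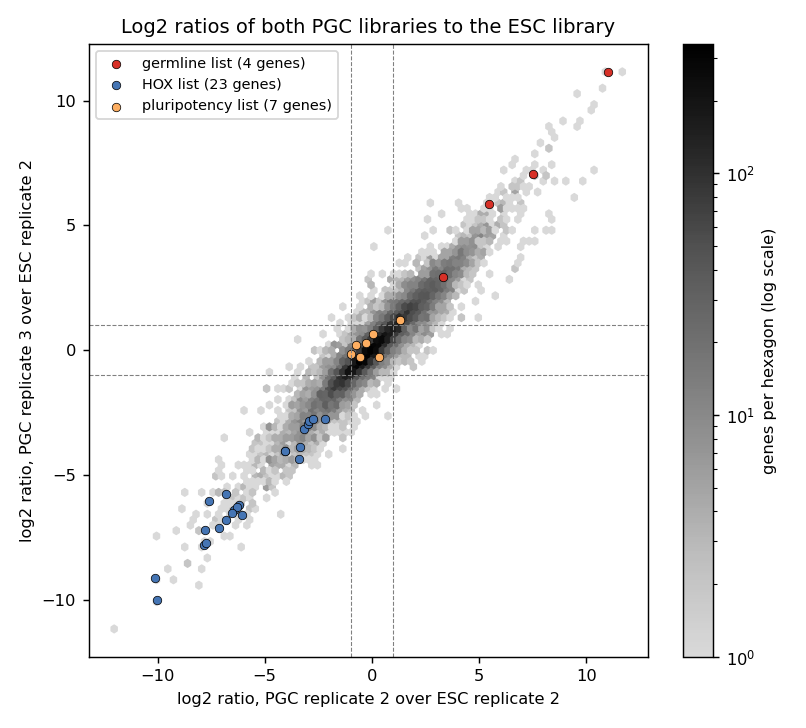
Log2 ratio to the ESC library of each of 14489 genes in PGC replicate 2 (horizontal axis) and PGC replicate 3 (vertical axis), with genes per hexagon in grey (log scale), dashed lines at 2-fold, and listed genes as coloured points. All 4 germline genes lie at or above a log2 ratio of 2.91 in both PGC libraries, the 23 HOX genes lie below −1 in both, and 6 of the 7 pluripotency genes lie within 2-fold in both.

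In the authors' deposited table, the only replicated test of this comparison, 5448 genes had an adjusted p-value under 0.05, 2676 of them higher and 2772 lower in PGCs. An adjusted p-value under 0.01 moved these counts most, from 2676 to 1859 (in place of the authors' adjusted p under 0.05, higher in PGC) and from 2772 to 1867 (in place of the authors' adjusted p under 0.05, lower in PGC). An unadjusted p-value under 0.05 was given for 6871 genes in the authors' deposited table. Of the 5448 genes, 5424 had the same direction in both labelled PGC libraries and 4047 were also at least 2-fold apart in both. Conversely, of the genes at least 2-fold higher or lower here, 2221 and 1826 had an adjusted p-value under 0.05 in the same direction in the authors' deposited table. Across 14489 genes the log2 fold changes in the authors' deposited table and the mean log2 ratios had a correlation of 0.938, which is not independent because the libraries are shared. A low adjusted p-value was also listed for 35 genes that were at or under the floor in every labelled library, all 35 of them lower in PGCs.

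Pluripotency genes were compared first, since the study used them to describe both cell types. All 7 genes of the list had at least 10 counts in every library. The median log2 ratio over the list was 0.00, higher than 54.2% of random lists. It was −0.28 in PGC replicate 2 and 0.19 in PGC replicate 3 (SD 0.33), so its direction depended on the library. The alternative that moved it most was TPM, with 0.47. NANOG (ENSGALG00000027772, chromosome 1, 75915831 to 75918614) had 247 ± 67.4 CPM in PGCs (SD, n = 2) and 241 CPM in the ESC library. POU5F3 (ENSGALG00000031482, chromosome 17, 950257 to 953061), the chicken counterpart of OCT4, had 421 ± 159 CPM in PGCs and 601 CPM in the ESC library. These differences were within the spread between PGC libraries or close to it. SOX2 and KLF2 were low in all libraries, at 2.11 ± 0.678 and 2.54 ± 0.751 CPM in PGCs and 2.03 and 1.91 CPM in the ESC library. SOX3 had log2 ratios of −0.73 and 0.19, and its mean changed sign with total counts (0.05), TPM (0.20) and without PGC replicate 2 (0.19). KLF5 fell by 0.57 and 0.28 on the log2 scale, with a mean of 0.04 under TPM. KLF4 (ENSGALG00000026928, chromosome Z, 55703411 to 55706995) was the exception among the 7, at 2.45 ± 0.137 CPM in PGCs against 0.957 CPM, with log2 ratios of 1.32 and 1.21. It rested on 57, 49 and 17 counts and lies on chromosome Z, whose genes were higher in both PGC libraries as a set. Of the 7 genes, 0 had an adjusted p-value under 0.05 in the authors' deposited table, over all genes or adjusted over the list alone, and 0 had an unadjusted p-value under 0.05.

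Germline genes were then compared, as markers of PGC identity. The median log2 ratio of the 4 genes was 6.48 (6.49 and 6.47 in the PGC libraries, SD 0.01), above 10000 of 10000 random lists. DDX4 and DAZL served the study as germ cell markers from earlier work, and how PIWIL1 and MAEL were picked is not stated. The libraries of the study include these, so the authors' p-values below are not independent of the ratios. DAZL (ENSGALG00000011243, chromosome 2, 34502237 to 34515476) had 2159 ± 156 CPM in PGCs and 0.901 CPM in the ESC library (16 counts), with a mean log2 ratio of 11.08 (SD 0.10). MAEL (ENSGALG00000019211, chromosome 1, 91823350 to 91832861) had 150 ± 33.0 CPM and 0.845 CPM, with log2 ratios of 7.52 and 7.07. DDX4 (ENSGALG00000014713, chromosome Z, 16929446 to 16961054) had 1021 ± 204 CPM and 19.8 CPM, with log2 ratios of 5.46 and 5.87. PIWIL1 (ENSGALG00000002645, chromosome 15, 3348420 to 3365105) had 412 ± 83.1 CPM and 46.9 CPM, with log2 ratios of 3.33 and 2.91. Each difference exceeded the spread between PGC libraries, at most 0.32 (SD) for the log2 ratio of these genes. All 4 genes had an adjusted p-value under 0.05 in the authors' deposited table, over all genes and adjusted over the list alone, with 2.39e-114 for DAZL, 1.58e-62 for MAEL, 3.34e-18 for DDX4 and 1.04e-11 for PIWIL1.

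**Figure D2:**
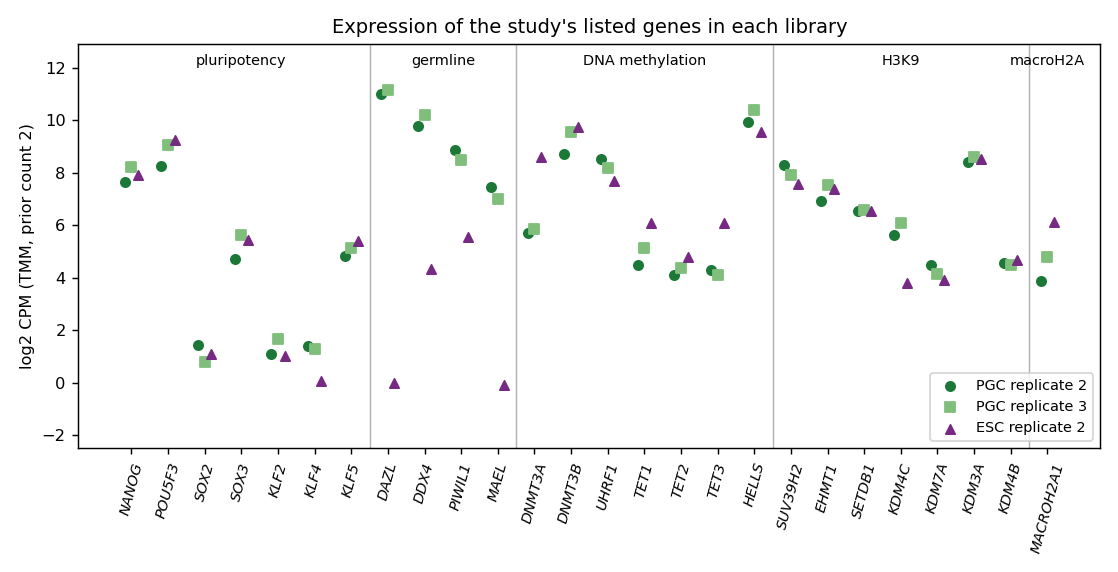
Expression (log2 CPM after TMM scaling, prior count 2, vertical axis) of the study's listed genes other than HOX in PGC replicate 2, PGC replicate 3 and ESC replicate 2, with 1 point per library. DAZL and MAEL are separated by more than 7 log2 units between both PGC libraries and the ESC library, whereas NANOG and SETDB1 are within 0.29 in both.

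HOX genes, which pattern the body axis, were examined over the 32 genes the authors' deposited table names. Their counts summed to 19 in PGC replicate 2, 20 in PGC replicate 3 and 7012 in the ESC library. No HOX gene reached 10 counts in a PGC library, and the highest count was 6 in each. In the ESC library 23 genes had at least 10 counts and 3 genes had 0 counts. The mean abundance was 0.0429 TPM in PGC replicate 2, 0.0425 TPM in PGC replicate 3 and 13.3 TPM in the ESC library. Over the 23 genes that passed the filter the median log2 ratio was −6.28 (−6.28 and −6.21 in the PGC libraries, SD 0.05), below each of the 10000 random lists. The PGC libraries were at or under the floor for 20 of these genes, and with those at their bound the median was −5.85. HOXB1 (ENSGALG00000013454, chromosome 27, 3879443 to 3882191) had 0, 2 and 1944 counts and was 760-fold lower in PGCs against the floor. HOXB4 (ENSGALG00000000284, chromosome 27, 3835226 to 3840489) had 0, 0 and 1799 counts and was at least 703-fold lower. HOXD13 went the other way with 6, 2 and 0 counts, at least 1.08-fold higher in PGCs, which is not a detectable difference at this depth. No fold can be given for HOXA10, HOXA11, HOXC5, HOXC9, HOXC10 and HOXD10, which were at or under the floor in every library. Counts of HOXA3 to HOXA6 are uncertain, since their exons overlap on the same strand by up to 328 bases. Of the 32 genes, 26 had an adjusted p-value under 0.05 in the authors' deposited table over all genes, and 29 when adjusted over the list alone. The study reported this list too from libraries that include these. The median stayed negative under each scaling.

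Within the ESC library, HOX expression was uneven between clusters and along them. The sum was 287 CPM for the 9 genes of the HOXB cluster (chromosome 27), 80.2 CPM for the 11 HOXA genes (chromosome 2), 25.7 CPM for the 6 HOXD genes (chromosome 7) and 1.97 CPM for the 6 HOXC genes (chromosome 33). The median was 19.1 CPM for the 11 genes with paralog numbers up to 4, and 0.676 CPM for the other 21 genes. Over the 32 genes, which are not independent replicates, Spearman's rho between paralog number and CPM was −0.73.

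**Figure D3:**
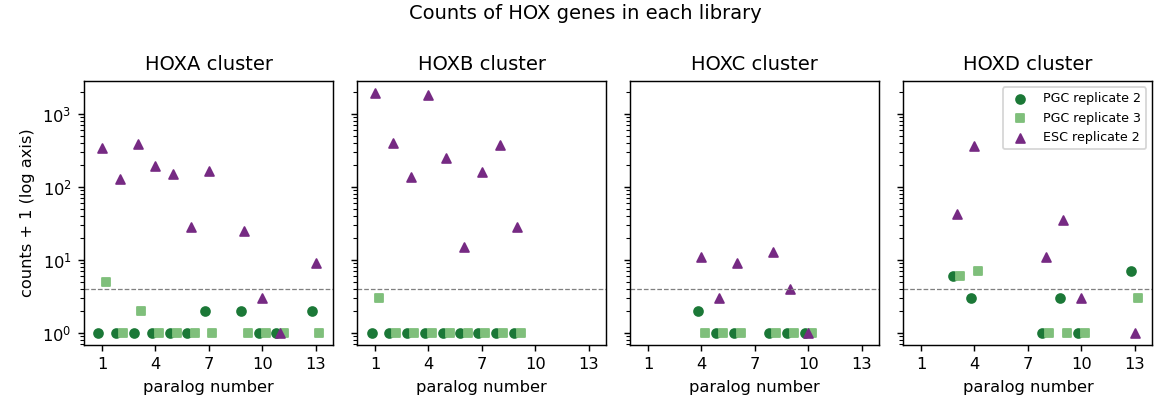
Counts plus 1 (log axis) of 32 HOX genes by paralog number in the HOXA, HOXB, HOXC and HOXD clusters for PGC replicate 2, PGC replicate 3 and ESC replicate 2, with a dashed line at the floor of 3 counts. Counts in PGC libraries are at most 6, and ESC counts reach 1944 for HOXB1 and fall towards the highest paralog numbers.

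Genes for DNA methylation and demethylation were compared to ask how the germ cell state relates to the enzymes that set 5-methylcytosine. Of the 8 genes of the list 7 were matched, and their median log2 ratio was −0.62, higher than 14.1% of random lists. It was −1.04 in PGC replicate 2 and −0.41 in PGC replicate 3 (SD 0.45), and −0.15 under TPM. The de novo methyltransferase gene DNMT3A (ENSGALG00000041454, chromosome 3, 105053765 to 105065491) had 55.0 ± 3.46 CPM in PGCs and 388 CPM in the ESC library. Its log2 ratio was −2.82 ± 0.09 and stayed between −2.88 and −2.35 under every alternative. The log2 fold change of DNMT3A in the authors' deposited table was −2.88, with an adjusted p-value of 1.78e-06. DNMT3B (ENSGALG00000041461, chromosome 20, 10452242 to 10464723) had 583 ± 235 CPM and 858 CPM, with log2 ratios of −1.04 and −0.20, and without PGC replicate 2 only the latter remained. The maintenance factor UHRF1 had 328 ± 54.3 CPM and 203 CPM, with log2 ratios of 0.86 and 0.52. Of the TET genes, whose enzymes oxidise 5-methylcytosine, TET3 (ENSGALG00000037860, chromosome 22, 2848252 to 2874073) differed most, with 18.2 ± 1.49 CPM and 68.1 CPM and log2 ratios of −1.82 and −1.98. TET1 had log2 ratios of −1.61 and −0.95, and TET2 −0.66 and −0.41. HELLS, which encodes a chromatin remodeller needed for DNA methylation, had 1159 ± 248 CPM and 748 CPM, with log2 ratios of 0.40 and 0.84. Of the 7 genes, 3 had an adjusted p-value under 0.05 in the authors' deposited table, over all genes and adjusted over the list alone, namely DNMT3A, TET3 (4.38e-07) and HELLS (0.0492).

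Enzymes that write or erase methylation of histone H3 lysine 9 (H3K9) were compared because the study examined this mark of heterochromatin in germ cells. The median log2 ratio of the 7 genes was 0.01, higher than 67.7% of random lists, with −0.01 in PGC replicate 2 and 0.15 in PGC replicate 3 (SD 0.11), the latter being the value without PGC replicate 2. It was 0.32 with total counts and 0.47 with TPM. The methyltransferase gene SUV39H2 (ENSGALG00000013920, chromosome 1, 7449344 to 7459103) had 280 ± 51.2 CPM in PGCs and 188 CPM in the ESC library, with log2 ratios of 0.75 and 0.37. EHMT1 had log2 ratios of −0.44 and 0.15, and its mean of −0.15 became 0.17 with total counts and 0.32 with TPM. SETDB1 had 94.0 ± 1.17 CPM and 93.7 CPM, a value that is uncertain because 1023 bases of its exons overlap a gene on the other strand. Among the demethylase genes, KDM4C (ENSGALG00000020557, chromosome Z, 28100525 to 28396866) had 58.98 ± 12.99 CPM and 13.97 CPM, with log2 ratios of 1.83 and 2.28. It lies on chromosome Z, whose genes were higher in both PGC libraries as a set. KDM7A (0.57 and 0.20) and KDM3A (−0.12 and 0.08) had smaller log2 ratios. KDM4B had log2 ratios of −0.12 and −0.20, with a mean of 0.16 under total counts and 0.31 under TPM. KDM4C alone had an adjusted p-value under 0.05 in the authors' deposited table (2.69e-05), over all genes and adjusted over the list alone, so 1 of 7.

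The gene of the histone variant macroH2A1, MACROH2A1 (ENSGALG00000040141, chromosome 13, 15502505 to 15547817), was lower in PGCs, with 21.1 ± 9.22 CPM against 68.9 CPM in the ESC library. Its log2 ratios were −2.24 and −1.32, so the difference was larger than the spread between PGC libraries (SD 0.65) but its size depended on the library. Its position was above 2.67% of random genes of similar expression. The adjusted p-value of this gene in the authors' deposited table was 0.000220, so 1 of 1 passed 0.05 over all genes and adjusted over the list alone.

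Outside the lists of the study, the genes furthest up in PGCs were MOV10L1 (ENSGALG00000033664, chromosome 1, 20105954 to 20124074) with 7201, 4391 and 0 counts in PGC replicates 2 and 3 and the ESC library, SMC1B with 4237, 2719 and 1, TDRD5 with 1895, 1254 and 0, ASZ1 with 5183, 3491 and 4, and GPR149 with 2383, 2466 and 2. In the mean of the PGC libraries, MOV10L1 was at least 1576-fold and TDRD5 at least 429-fold higher. SMC1B and GPR149, with 1 and 2 ESC counts, were 946-fold and 665-fold higher against the floor. ASZ1 had log2 ratios of 9.48 and 9.02. The genes furthest down were ASTL (ENSGALG00000037220, chromosome 5, 22351047 to 22362930) with 17, 30 and 63353 counts, NOXO1 with 22, 34 and 13320, CDX4 with 4, 4 and 1895, UPK1B with 3, 1 and 1101, and RBBP8NL with 0, 2 and 745. Log2 ratios were −12.02 and −11.18 for ASTL, −9.44 and −8.76 for NOXO1 and −8.59 and −8.52 for CDX4. Against the floor, UPK1B was 431-fold and RBBP8NL 291-fold lower in PGCs. The largest adjusted p-value of these genes in the authors' deposited table was 1.62e-07, for ASZ1.

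Further lists gave a background for the lists of the study, and none of their genes was held by another list. Of 35 other germline and piRNA genes 24 were matched and 23 passed the filter, with a median log2 ratio of 4.89 (5.03 and 4.75), above 10000 of 10000 random lists. At least 2-fold differences in both PGC libraries were found for 19 of them, 18 higher and 1 lower (TFAP2C, −2.78 and −1.41). Of these 24 genes 17 had at least 10 counts in the ESC library too. The authors' deposited table had 21 of the 24 genes with an adjusted p-value under 0.05, over all genes and adjusted over the list alone. Other H3K9 and heterochromatin genes (13 of 21 matched) had a median of −0.10 (−0.23 and −0.13), higher than 61.9% of random lists, and Polycomb genes (10 of 13 matched) a median of −0.08 (−0.21 and 0.20), higher than 51.8%. Both medians were positive under TPM, at 0.37 and 0.39. Mesenchyme and fibroblast genes (16 of 18 matched) had a median of −0.27 (−0.41 and −0.23), higher than 20.9% of random lists, which became 0.36 among genes with at least 10 counts in every library. Neural genes (10 of 14 matched) had a median of 0.50 (0.42 and 0.90), higher than 71.1%, and endoderm genes (11 of 12 matched) one of −1.25 (−1.27 and −1.75), higher than 3.46%. Of the endoderm genes, 3 had at least 10 counts in both PGC libraries and 6 in the ESC library. At least 2-fold differences in both PGC libraries were found for 3 higher and 4 lower endoderm genes, so the median does not describe that list. Erythroid genes had 4 of 17 symbols matched and a median of −1.48 (−1.55 and −1.40) over 3 genes, higher than 10.9%, which is too few genes to describe the list. The authors' deposited table had 3, 2, 8, 4, 5 and 2 genes of these 6 lists with an adjusted p-value under 0.05, in the order given, and the same numbers adjusted over the list alone.

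The sex chromosomes were looked at after their values were seen. Birds with 2 Z chromosomes are male, and those with a Z and a W chromosome are female. Counts on chromosome Z made up 3.84% (95% interval 3.83 to 3.85) of PGC replicate 2, 4.53% (4.52 to 4.54) of PGC replicate 3 and 2.87% (2.86 to 2.88) of the ESC library. The median log2 ratio of 805 genes on chromosome Z was 0.58 in PGC replicate 2 and 0.93 in PGC replicate 3, against −0.01 in both for 13599 autosomal genes. Counts on chromosome W made up 0.0765% (0.0753 to 0.0777), 0.0293% (0.0285 to 0.0300) and 0.0136% (0.0131 to 0.0141). Of the 25 genes on chromosome W with at least 50 counts in PGC replicate 2, 20 were at or under the floor in the ESC library, and together they had 12620, 1292 and 1 counts in PGC replicate 2, PGC replicate 3 and the ESC library. The other 5 had 1813, 4204 and 2290 counts.

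**Figure D4:**
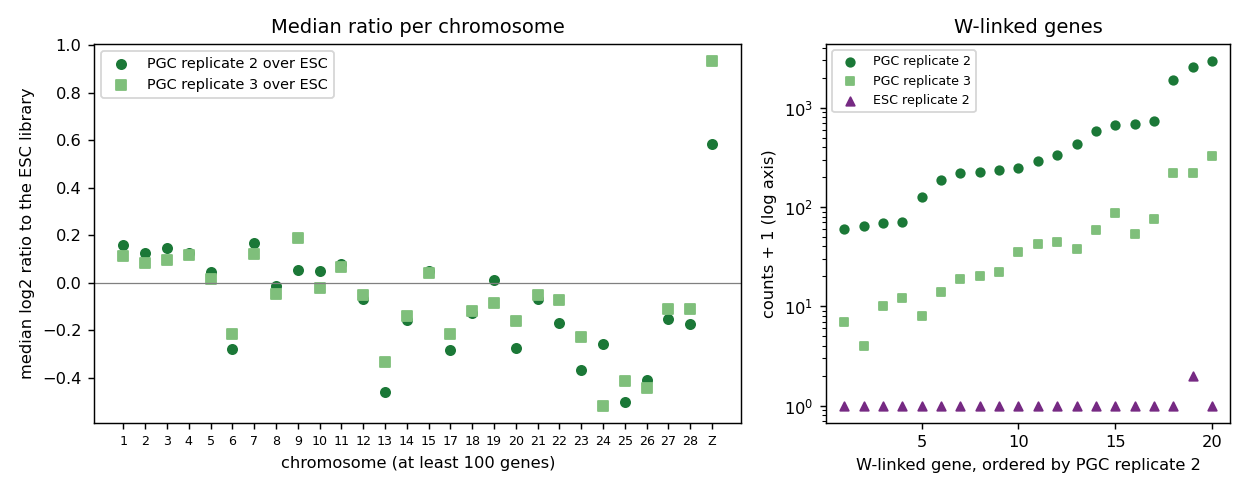
Left, median log2 ratio to the ESC library (vertical axis) of the genes of each chromosome with at least 100 genes, for PGC replicates 2 and 3; right, counts plus 1 (log axis) in each library of 20 W-linked genes ordered by PGC replicate 2. Chromosome Z lies at 0.58 and 0.93, above each of the 27 autosomes, and the W-linked genes sum to 12620, 1292 and 1 counts.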

Values the study reported

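For the HOX genes, the study gave an average abundance of 0.05 TPM in PGCs and 6.61 TPM in ESCs.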

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

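Alternatives were set against 89 values of the main results, of which 64 stayed within the spread between PGC libraries (for counts, within 1.5 times) and 25 moved. The authors' size factors were chosen as an alternative only after seeing the data, and the cause of the changes was not tested unless given. For genes higher in PGC and genes lower in PGC, a 4-fold threshold gave 1491 and 859, with 108 for genes apart in PGC replicate 2 and 33 for genes apart in PGC replicate 3. Genes with at least 10 counts in every library gave 1907, 1485, 324 and 126 in the same order, as fewer genes were tested (11851), and a prior count of 5 gave 207 for genes apart in PGC replicate 3. Leaving out 1 PGC library gave 3506 to 3812 for genes higher in PGC and 2599 to 3047 for genes lower in PGC. An adjusted p-value under 0.01 gave 1859 for the authors' adjusted p under 0.05, higher in PGC, and 1867 for the authors' adjusted p under 0.05, lower in PGC. Limiting them to an absolute log2 fold change of at least 1 gave 2533 and 2525.

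The germline list median stayed positive, with 6.79 for total CPM, 6.54 for a prior count of 0.5, 6.37 for a prior count of 5, 6.54 for genes with at least 10 counts in every library and 6.96 for TPM. The HOX list median stayed negative, with −6.06 for total CPM, −8.04 for a prior count of 0.5, −5.12 for a prior count of 5, −4.04 without a filter (30 genes) and −6.22 for TPM, and ranged from −6.28 to −6.21 when 1 PGC library was left out. The size of the HOX difference follows the prior count, since most HOX genes were at or under the floor in PGCs, and no HOX gene was left with at least 10 counts in every library, so that setting gave no value. The pluripotency list median was 0.47 for TPM and −0.28 to 0.19 when 1 PGC library was left out. The DNA methylation list median was −0.15 for TPM and −1.04 to −0.41 when 1 PGC library was left out. The H3K9 methylation list median was 0.32 for total CPM, 0.47 for TPM and −0.0068 to 0.15 when 1 PGC library was left out. Total CPM and TPM shifted the median of all genes by 0.31 and 0.46, which is near the change of the pluripotency and H3K9 medians.

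Over 153 named genes, 824 of 1165 values with both PGC libraries kept stayed within the spread between them and 341 moved, 98 of these in genes whose PGC libraries had no spread, where any change counts as moved. Leaving out 1 of 2 libraries cannot move a gene beyond that spread, so it says nothing here beyond the sign. The sign changed in 23 values of 13 genes whose log2 ratio was above 0.1 in size, among them SOX3, KLF5, EHMT1, KDM4B, MORC3, JMJD1C, EED, SUZ12, LUM, VIM, DCX and OTX2. Of the 23 changes, 15 came with total CPM or TPM and follow from their shift of all genes, so they do not tell these genes apart from others with a small negative log2 ratio. No paired analysis was possible because the groups share only replicate number 2 and no test was made. The depth of 19754278 to 20568106 counts per library limits folds of genes near 3 counts to lower bounds, and the single ESC library limits all differences computed from these counts to descriptions.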

Other observations

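The test of blood cells was chosen before its result was seen, and all other tests below only after. The test of a different sex at W-linked genes is counted with the latter, since the sex chromosomes were looked at after their values were seen. Apart from the cell types, sexes and germline genes named below, no biological explanation was tested, and the difference between PGCs and ESCs stays open for each pattern.

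The mean abundance of the 32 HOX genes in the ESC library was 13.3 TPM. This was higher than the value quoted from the study above. In PGC replicates 2 and 3 the mean was 0.0429 and 0.0425 TPM. These were close to the value quoted from the study above. The study computed TPM from transcripts with Salmon and averaged replicates, whereas TPM here came from gene counts of single libraries, so the measures differ in method.

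HOX and other developmental genes were lower in PGCs. Fibroblasts in the ESC library would bring collagen transcripts, and the ESC library had 39.5 CPM of COL1A2 and 13.3 CPM of COL3A1. The HOX genes together had 395 CPM there. The ratio of collagen to HOX reads in fibroblasts was not measured and COL1A1 was not matched, so this test cannot tell. PDGFRA (41.8 CPM in the ESC library), ACTA2 (11.8 CPM), DCN (6.93 CPM), POSTN (4.73 CPM) and TAGLN (2.98 CPM) were higher there than in both PGC libraries. Fibroblasts and other mesenchymal cells in the ESC library thus stay open. A candidate explanation is that the ESC library holds cells of posterior or primitive-streak character. Of 19 posterior and streak genes 17 were matched, and 0 were held by another list. Their median log2 ratio was −4.85 (−4.87 and −4.65 in the PGC libraries), below each of 10000 random lists, and −3.84 without TBXT, whose value had been seen. At least 2-fold differences were found for 15 genes, 14 lower and 1 higher in PGCs (CYP26A1, with 334, 784 and 12 counts). At least 10 counts were found for 10 of the genes in both PGC libraries and for 16 in the ESC library, where TBXT had 11426 counts and WNT8A 2014. The authors' deposited table had 13 of the 17 genes with an adjusted p-value under 0.05, over all genes and adjusted over the list alone. Among these, CYP26A1 was higher in PGCs there (log2 fold change 6.07, adjusted p-value 8.98e-09) and the others were lower. TBX6, with log2 ratios of −3.16 and −1.65 here, had a log2 fold change of −0.27 there (adjusted p-value 0.912). Over the alternatives the median ranged from −5.13 to −2.55. This pattern was found and tested on the same single ESC library, and how far it holds for other ESC cultures stays open.

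Technical explanations for the number of genes apart were tested. Blood cells in the PGC cultures would bring abundant erythroid transcripts, but the highest erythroid gene in a PGC library, ALAS2, had 17.8 CPM, against 149 CPM for the 90th percentile of genes, and was higher in the ESC library (47.1 CPM). Of 17 erythroid symbols 4 were matched, and the globin symbols HBAA, HBA1, HBAD and HBBA were not. ALAS2 is uncertain, as 656 bases of its exons overlap a gene on the other strand. In PGC replicate 2, PGC replicate 3 and the ESC library, HBE1 had 8, 5 and 0 counts and EPB42 17, 16 and 4. TAL1 went the other way, with 0, 4 and 36 counts. The test of blood cells thus decides nothing beyond these genes. Gene length bias would move the median of genes of similar length, but over 20 length bins the median log2 ratio furthest from 0 in a PGC library was 0.14 in size. The 100 most abundant genes took 17.6%, 21.2% and 24.7% of the counts in PGC replicate 2, PGC replicate 3 and the ESC library. This difference in share shifts all other genes by at most 0.13 (log2) between a PGC library and the ESC library. The values for gene length and for the most abundant genes argue against these sources as the main cause of 2-fold differences. GC content was not tested.

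DNMT3A was lower in both PGC libraries. The scaling of the libraries does not account for it, since the log2 ratio nearest 0 over the alternatives was −2.35. The paper states that DNMT genes were not underexpressed in cultured PGCs. For DNMT3A, the ratios here and the log2 fold change in the authors' deposited table (−2.88) run against that statement. DNMT3B had −0.13 in that table.

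COL3A1, noticed after its values were seen, had 12768, 8382 and 237 counts in PGC replicate 2, PGC replicate 3 and the ESC library. Fibroblasts in the PGC cultures would also bring LUM, DCN, POSTN, TAGLN and ACTA2, but the highest of these in a PGC library was 2.64 CPM, which argues against fibroblasts as the source. These 5 genes were picked after their values were seen. Of the same list, COL5A2 (2904, 2764 and 698 counts) and PRRX1 (154, 124 and 18 counts) were higher in both PGC libraries, so other cells that make collagen stay open. COL1A2 differed between the PGC libraries, with log2 ratios of 0.38 and 3.05. The source of COL3A1 stays open.

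W-linked genes differed between libraries. In PGC replicate 2, where W-linked genes were present, Z-linked genes were higher than in the ESC library by 0.59 over the autosomes. A different sex alone predicts the opposite, but Z-linked genes may differ for other reasons, so the Z-linked test cannot tell. W-linked counts bear on this more directly, with 12620 in PGC replicate 2 and 1 in the ESC library for 20 genes. The other 5 genes had 1813 and 2290 counts. For the 20 genes, W-linked transcripts were thus present in PGC replicate 2 and near absent in the ESC library. A mixture of female and male cells in PGC replicate 3 remains possible. The 20 W-linked genes at the floor in the ESC library kept a share of their PGC replicate 2 level in PGC replicate 3. Its median was 10.8% (5.12% to 17.1%). The SD of their log2 ratio was 0.453, computed without a prior count and on PGC replicate 3 counts as low as 3. Autosomal genes with at least 50 counts in PGC replicate 2 had an SD of 0.451 with a prior count of 2. The measures differ, so these SDs decide nothing about an even share. Z-linked genes were higher in PGC replicate 3 than in PGC replicate 2 by a median of 0.27, above each of the 27 autosomes (−0.22 to 0.11), as such a mixture may give. Reads of PGC replicate 2 carried over into PGC replicate 3 cannot be told apart from it by these counts. Of 10061 genes outside W with at least 100 counts in PGC replicate 2, 1 fell below the median share of the W-linked genes (at 8.96%), against 2 of 9859 in reverse, so too few genes differ that far to decide. The sex of the cells is not given by the labels.

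Z-linked genes were higher in both PGC libraries than in the ESC library. If the PGC cells had 2 Z chromosomes and the ESC cells 1, the ESC library would have reads of most W-linked genes, but of the 25 W-linked genes with at least 50 counts in PGC replicate 2, 20 were at or under the floor in the ESC library. The other 5 had 2290 counts there. PGC replicate 2 itself had 12620 counts of the 20 genes. These values argue against 2 Z chromosomes in the PGC cells against 1 in the ESC cells as the whole source. Germline genes on Z stay open. Without genes at least 2-fold apart, the excess over the autosomes was 0.085 in PGC replicate 2 and 0.48 in PGC replicate 3 (443 genes), but leaving out changed genes shrinks an excess of any source, so this decides nothing. One part of Z was not the whole source, since genes starting before 74 Mb kept an excess of 0.44 in PGC replicate 2 and 0.80 in PGC replicate 3 (674 genes). A trend with chromosome size over the 27 autosomes with at least 100 genes was not either. From that trend Z lay 0.69 away, 4.86 SD of its residuals. Smaller sets were left out, and of these chromosome 16 (48 genes) had medians of 0.87 and 0.76. Chromosome 33 (95 genes) had −0.89 and −0.59. The 4.86 SD therefore holds for the autosomes in the fit alone and does not set Z apart from every autosome. Named genes on Z had medians of 0.27 and 0.65 (521 genes), against −0.10 and −0.09 for named autosomal genes.

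From 74 to 78 Mb of chromosome Z lay 74 genes, each without a symbol. Of these, 60 were at least 2-fold higher and 1 lower in both PGC libraries, with medians of 2.54 and 2.46, or 2.31 with 37 genes at their bound. Unnamed gene models in general had a median of 0.39 outside Z and W (3133 genes), and unnamed genes elsewhere on Z 1.11 (210 genes), which argues against unnamed models as the whole source. Reads shared between near-identical copies cannot be told apart from expression of each gene, since no sequences were used here. The highest count of a gene of the region in a PGC library was 782, and median counts were 31.5, 32 and 3.5 in PGC replicate 2, PGC replicate 3 and the ESC library.

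The other direction in both labelled PGC libraries was found for 5 genes with an adjusted p-value under 0.05 in the authors' deposited table, named here after their values were seen. Their counts in PGC replicate 2, PGC replicate 3 and the ESC library were 4739, 5823 and 3511 for ANXA2, 9, 19 and 6 for BCAS1, 58, 14 and 9 for FGG, 75, 52 and 27 for ENSGALG00000009511, and 1, 1 and 0 for HAPLN2. Set against counting error alone, the ratio to the ESC library was beyond it in both PGC libraries for 2 of them, ANXA2 and ENSGALG00000009511. Counting error leaves out the spread between cultures, so this does not decide the direction of any of the 5. The authors' model also used libraries not used here, and no explanation from those was tested.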
